A study of Homo sapiens with 4 samples. Its data were reported in "MORC2 is a phosphorylation-dependent DNA compaction machine" (2025).

How the data were processed

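Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing), in which the Tn5 transposase inserts sequencing adapters into open DNA. The cells were HEK293T, an established human embryonic kidney line that carries the SV40 large T antigen. The overexpression group (2 libraries) was transfected with a plasmid carrying MORC2, an ATPase that compacts DNA, fused to a green fluorescent protein. The control group (2 libraries) received the transfection reagent lipofectamine, and the labels do not say whether an empty plasmid was included. Groups and replicate numbers were taken from the sample labels, and all 4 count columns were matched to a sample by library name.

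According to the methods of the study, the authors trimmed the paired reads, aligned them with bowtie2 to the telomere-to-telomere human assembly CHM13, kept properly paired reads of high mapping quality and removed duplicates with Picard. The deposited table held whole-number counts per promoter, with 1 row per Entrez gene identifier and no normalisation. The study defined a promoter as a 2 kb window around the transcription start site and counted fragments by their midpoint. Its own tests were run on small fixed windows across the genome and then summarised to promoters, whereas here each promoter count was tested directly, so numbers of changed promoters here and in the study rest on different units. That the table counted the whole 2 kb window is an assumption. No shift of read ends for the Tn5 offset was described, and a shift of a few bases would move few midpoints across the edge of such a window. Promoter windows of genes that lie close together overlap, so that a fragment can be counted more than once, above all on the mitochondrial genome. The authors called peaks with MACS in paired-end mode, and deposited 1 narrowPeak list per group, read here as a call on the pooled libraries of the group. Each list gives peak positions, the authors' fold enrichment at the summit (a ratio over background) and the authors' −log10 p and −log10 q. These values were used only to describe, rank or filter peaks within a list.

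Gene symbols were matched by Entrez identifier to a RefSeq gene table of assembly GRCh38.p14, which named 28763 of 28775 promoters and left 12 without a symbol. Because that assembly differs from the one the authors used, the gene table served only for names and for which genes neighbour each other. Promoter positions on CHM13 were not used here, so the planned shares of peaks at promoters and fold changes by peak class were not computed.

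Total counts per library ranged from 3734519 to 10255182. Promoters were kept with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 23407, and libraries were scaled by TMM. Differences were tested with the quasi-likelihood F-test of edgeR (legacy form, two-sided, no covariate), with Benjamini-Hochberg adjustment and a threshold of 0.05. The prior degrees of freedom of that fit were infinite, so the quasi-likelihood dispersion was shared by promoters of like abundance and not estimated for each promoter. Standard errors of log2 fold changes came from the same fit. Accessibility values of single promoters are TMM-scaled CPM (counts relative to the scaled library total). The promoters named are MORC2, the 5 with the smallest p that rose and the 5 that fell among those past the threshold whose groups did not overlap, and those with an unadjusted p under 0.05 in a list of 11 MORC family and HUSH complex genes and the kinase PAK1. This rule, the tests and most alternatives were fixed before the data were examined. The set of ZNF promoters was tested with camera of limma 3.58.1 (preset correlation of 0.01) and with fry. Peaks were compared with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and an overlap of at least 1 bp counted as shared. Shares of peaks carry 95% Wilson intervals, and the share of changed promoters that fell carries a 95% exact binomial interval. Reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. Promoters with overlapping windows are not independent either, so the exact interval is too narrow.

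The count test was tested on simulated data made from the real means and library sizes, with 200 promoters changed by 1 on the log2 scale. The changed promoters were drawn from nuclear promoters above a minimum expected count in the smallest library. All simulated libraries shared the same mean profile, without the group difference in mitochondrial share or the abundance trend of the data. With a simulated coefficient of variation of 0.05, 95% of the changed promoters were recovered with 7 false calls among 23243 promoters. With a coefficient of variation of 0.2, 9.5% were recovered with 1 false call among 23385 promoters. Recovery in the real data can be lower, above all at promoters of low count. The overlap code was tested on known intervals.

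Alternatives covered the scaling (DESeq2 size factors, library totals, upper quartile, loess on abundance), the filter on low counts (none, at least 10 counts in every library, a mean count of at least 50), the test (the edgeR 4 and robust quasi-likelihood forms, DESeq2 1.42.0, limma-voom), the replicate number as a block, the threshold (0.1 and 0.01), the peak threshold (−log10 q of at least 5 or 10, or equal numbers of top-ranked peaks) and the definition of overlap. Leaving out each library in turn left 1 library in an arm, so those fits gave values and no calls. Fits without mitochondrial promoters and DESeq2 without independent filtering were added after the data had been seen.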

Results

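To ask whether raising the level of MORC2 changes chromatin accessibility across the genome, ATAC-seq libraries of HEK293T cells transfected with MORC2 (n = 2) were compared with libraries of cells given lipofectamine (n = 2). The count table held 28775 promoters, of which 37 belonged to mitochondrial genes and 509 had no count in any library. Total promoter counts were 10255182 and 8279528 in control replicates 1 and 2, and 7211724 and 3734519 in overexpression replicates 1 and 2. Nuclear promoters alone held 4928862 and 3675088 counts in the control libraries, and 1826951 and 979895 in the overexpression libraries. The median nuclear promoter had 98 and 74 counts in the control libraries, and 40 and 23 in the overexpression libraries, so values of single promoters were less precise in the overexpression group.

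Mitochondrial promoters took 53.8% ± 2.60 (SD, n = 2) of promoter counts in control and 74.2% ± 0.640 (SD, n = 2) in overexpression. The difference was larger than the spread between replicates, although 2 libraries against 2 allow no exact permutation p below 0.333. The promoter windows of mitochondrial genes overlap, so a mitochondrial fragment can be counted several times. These shares of counts therefore overstate the mitochondrial share of fragments.

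**Figure D1:**
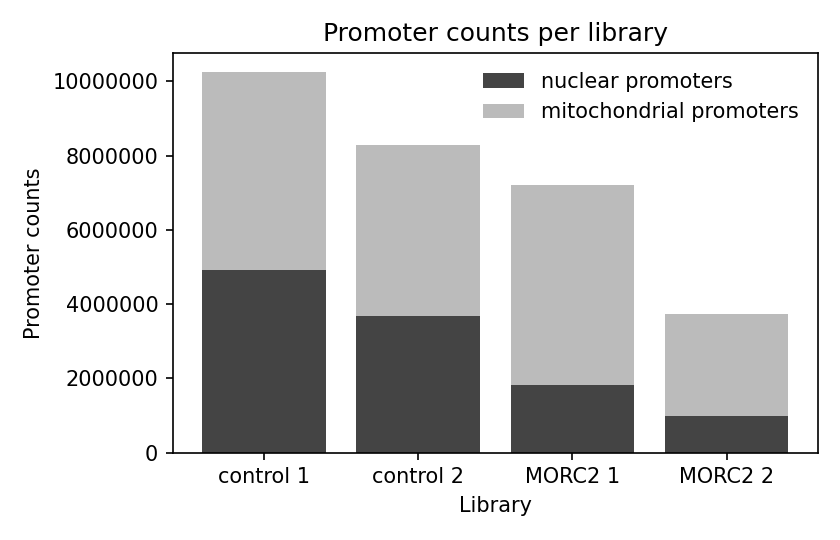
Promoter counts per library (y axis) for the 2 lipofectamine control and 2 MORC2 overexpression libraries (x axis), split into nuclear (dark) and mitochondrial (light) promoters, with 1 bar per library and no error bars. Nuclear counts ranged from 3675088 to 4928862 in control and from 979895 to 1826951 in overexpression.

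Replicates were compared before they were combined. Across nuclear promoters, the chi-square statistic per degree of freedom was 1.26 between the control replicates and 1.14 between the overexpression replicates, so both pairs differed by more than sampling noise and were kept as separate samples. The statistic was 1.74 between the replicates numbered 1 of each group and 1.98 between those numbered 2. The common biological coefficient of variation was 4.28%. Among 14976 nuclear promoters with a mean count of at least 50, the SD of log2 ratios was 0.17 between control replicates, 0.28 between overexpression replicates and from 0.23 to 0.30 between single libraries of different groups. The spread between the overexpression replicates therefore lay within the range of single cross-group ratios.

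Of the 23407 promoters tested, 577 (2.47%) had an edgeR adjusted p under 0.05, and 4033 (17.2%) had an unadjusted p under 0.05. Accessibility rose at 272 of the 577, comprising all 37 mitochondrial promoters and 235 nuclear promoters, and fell at 305 (52.9%, 95% exact interval from 48.7% to 57.0%). In 575 of the 577, both overexpression libraries lay on the same side of both control libraries. That held for 49.7% of all promoters tested, against a chance share of 33.3%. The median log2 fold change was 1.16 for nuclear promoters that rose and −0.47 for promoters that fell. A log2 fold change of at least 1 in size was reached by 163 nuclear promoters that rose and by 3 that fell. In 4 equal bins by mean abundance, 130 nuclear promoters that rose lay in the lowest, where only large changes pass. In the highest bin lay 260 of those that fell. These sizes therefore do not compare gains with losses at like counts. Of 540 nuclear promoters past the threshold, 162 were next to another that changed in the same direction, and overlapping promoter windows count such pairs more than once. The windows of the 37 mitochondrial promoters overlap as well. The exact interval treats all 577 as independent and is therefore too narrow.

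**Figure D2:**
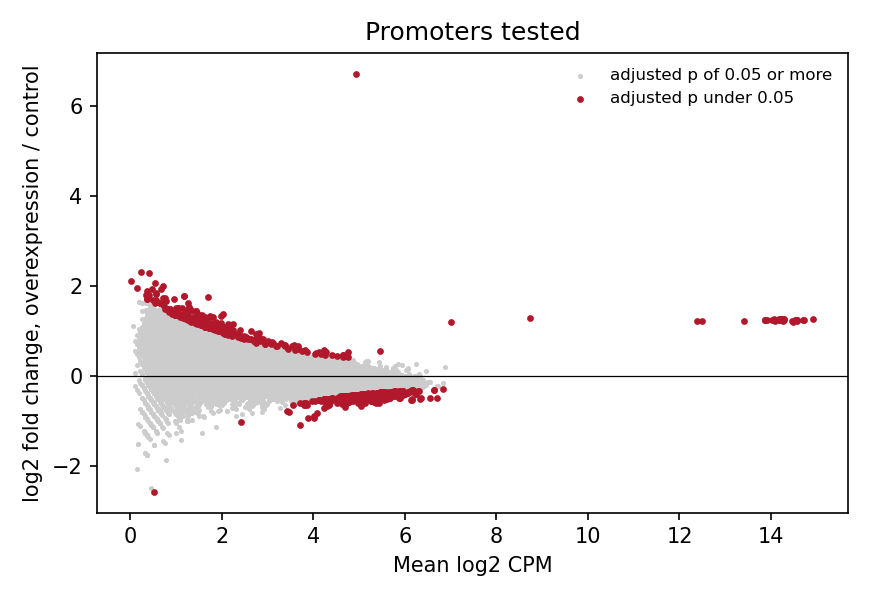
The log2 fold change of overexpression over control (y axis) against mean log2 CPM (x axis) for the 23407 promoters tested, with 1 point per promoter and the 577 with an edgeR adjusted p under 0.05 in red. The cluster at the far right holds mitochondrial promoters, whose log2 fold changes ranged from 1.20 to 1.28, and the point at 6.71 is HBB.

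Of all alternatives, scaling by library totals moved the number of changed promoters most. As counted, with fragments in overlapping windows repeated, library totals are mostly mitochondrial in all 4 libraries. Scaling by these totals moved the median log2 fold change of all promoters by −0.79. It gave 16319 changed promoters, of which 51 rose and 16268 fell. Upper-quartile scaling gave 493, of which 384 rose and 109 fell. Loess scaling on abundance gave 71, of which 42 rose and 29 fell, and 50 of these were also past the threshold, in the same direction, under TMM. Under TMM the median log2 fold change was 0.0099.

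**Figure D3:**
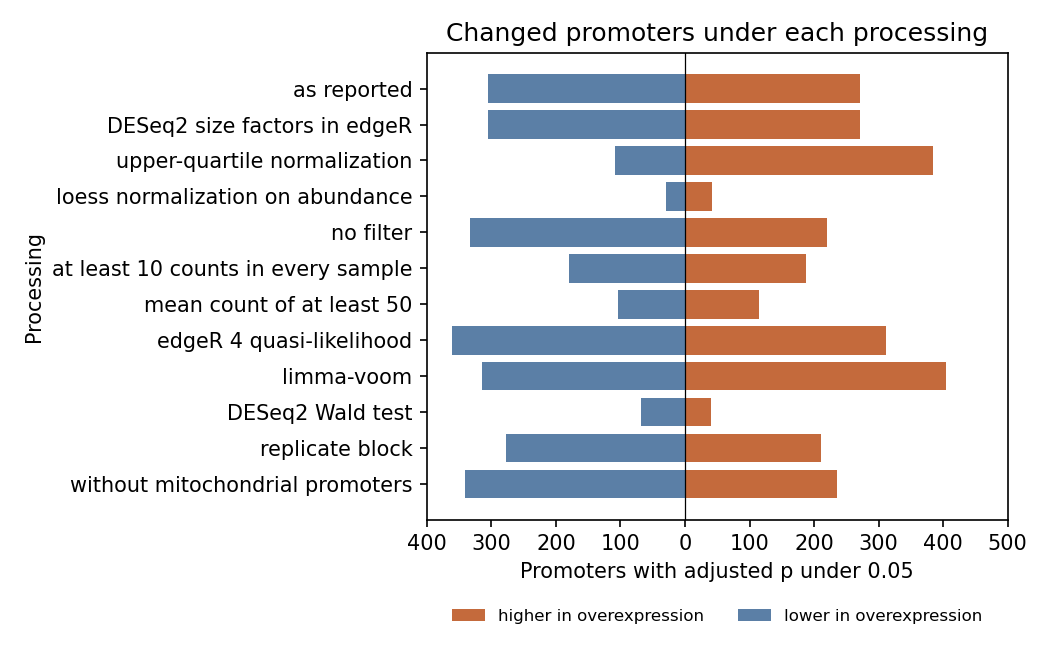
Number of promoters with an adjusted p under 0.05 (x axis) as reported and under 11 of the alternatives (y axis), with promoters higher in overexpression to the right of 0, lower promoters to the left, and the 16319 under library totals not drawn. The numbers as reported were 272 and 305, and loess normalisation gave 42 and 29.

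Log2 fold changes depended on promoter abundance. Tested promoters were divided into 4 equal bins by mean abundance. From the lowest to the highest bin, the median log2 fold change was 0.39, 0.13, −0.05 and −0.13, and the highest bin minus the lowest bin came to −0.52. For the 4 pairs of an overexpression and a control library, that difference lay between −0.71 and −0.38. It was 0.11 for control replicate 2 over 1 and −0.19 for overexpression replicate 2 over 1, so each cross-group pair lay outside the values within groups. Nuclear promoters that rose numbered 130 in the lowest bin and 9 in the highest, and promoters that fell numbered 1 and 260. All 37 mitochondrial promoters lay in the highest bin. Loess scaling, which removes such a trend by construction, brought the difference to −0.035.

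**Figure D4:**
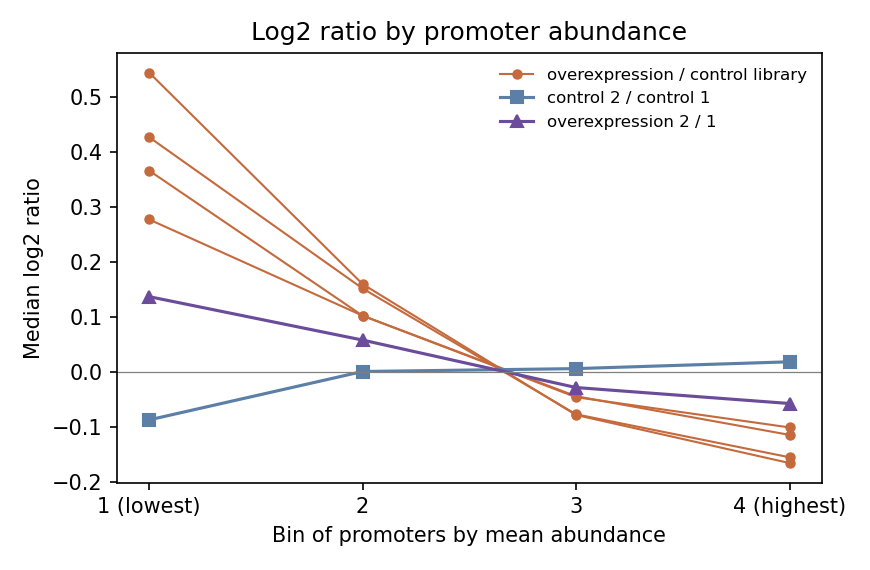
Median log2 ratio between 2 libraries (y axis) in each of 4 equal bins of promoters by mean abundance (x axis), for the 4 pairs of an overexpression over a control library (orange), control replicate 2 over 1 (blue) and overexpression replicate 2 over 1 (purple). Cross-group ratios in the lowest bin lay between 0.28 and 0.54, above the 0.14 of the overexpression replicates.

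The MORC2 promoter (Entrez 22880) checks whether the transfected gene altered counts at its own locus. It had 257 and 162 counts in the control libraries and 87 and 42 in the overexpression libraries. Its TMM-scaled CPM was 16.9 ± 1.93 (SD, n = 2) in control and 15.3 ± 1.29 (SD, n = 2) in overexpression. The log2 fold change was −0.14 (SE 0.156) with an edgeR adjusted p of 0.695, a difference not larger than the replicate error. The plasmid carries the coding sequence, so MORC2 promoter counts say nothing about the level of the transfected protein.

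Among promoters that rose, HBB (Entrez 3043), which encodes beta-globin, had the smallest p. It had 13 and 9 counts in the control libraries and 411 and 362 in the overexpression libraries. Its TMM-scaled CPM rose from 0.896 ± 0.0431 (SD, n = 2) to 100.3 ± 33.5 (SD, n = 2), a log2 fold change of 6.71 (SE 0.323, adjusted p 6.75e-314). The 1000 strongest nuclear peaks of the overexpression list each overlapped a control peak at or above percentile 88.4 of the control list by fold. None of them thus matched a promoter near background in control. Weaker peaks were not searched for HBB, whose position on CHM13 was not used. The microRNA gene MIR4485 (Entrez 100616263) had 1044 and 991 counts in control and 1034 and 566 in overexpression, with a log2 fold change of 1.20 (SE 0.0839, adjusted p 1.38e-41). It lies within MTRNR2L8 in the gene table, a nuclear gene named for its likeness to mitochondrial RNR2, and its reads can be shared with the mitochondrial genome. The other 3 were the mitochondrial genes TRNF, RNR1 and TRNV, with log2 fold changes of 1.28 (SE 0.0803), 1.23 (SE 0.136) and 1.23 (SE 0.137). These 5 promoters kept their direction and side of the threshold in the alternatives of scaling, test and replicate block that held them. None was followed through the filters on low counts. The size of the change moved with the scaling. Under library totals the log2 fold change was 5.95 for HBB, 0.41 for MIR4485, 0.50 for TRNF, 0.45 for RNR1 and 0.45 for TRNV. Under loess scaling the values were 6.65, 1.41, 1.52, 0.29 and 0.28 in the same order.

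Among promoters that fell, ACP4 (Entrez 93650) went from 190 and 175 counts in the control libraries to 34 and 24 in the overexpression libraries, a log2 fold change of −1.09 (SE 0.214, adjusted p 1.99e-05). PYCARD-AS1 (Entrez 100652740) changed by −0.94 on the log2 scale (SE 0.185, adjusted p 3.23e-05). HCFC1 (Entrez 3054) changed by −0.50 (SE 0.0924, adjusted p 3.07e-05), IBA57-DT (Entrez 574432) by −0.52 (SE 0.0979, adjusted p 3.23e-05) and EOLA2-DT (Entrez 100272228) by −0.53 (SE 0.101, adjusted p 4.45e-05). Under loess scaling HCFC1, IBA57-DT and EOLA2-DT kept their direction and were no longer past the threshold, with adjusted p-values of 0.239, 0.154 and 0.135. ACP4 and PYCARD-AS1 stayed past it under loess scaling. PYCARD-AS1 had an adjusted p of 0.0572 in DESeq2 without independent filtering.

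MORC family genes, genes of the HUSH complex and its partners, and the MORC2 kinase gene PAK1 were examined as a list of 11. MORC1 was not retained by the filter. Of the 10 tested, 0 passed the threshold adjusted over the list alone, and 0 passed it adjusted over all promoters tested. TRIM28 (Entrez 10155) was the single one with an unadjusted p under 0.05 (edgeR p 0.00531). Its log2 fold change was −0.35 (SE 0.127), with an adjusted p of 0.0531 over the list alone and 0.103 over all promoters, and both overexpression libraries lay below both control libraries. Without a filter on low counts, TRIM28 passed the threshold over the list alone with an adjusted p of 0.0374.

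The study names ZNF (zinc finger) genes among those whose accessibility changed when MORC2 was lost, so promoters of that family were tested as a set. The 540 ZNF promoters had a median log2 fold change of 0.03, against 0.0095 for all others. Camera gave a two-sided p of 0.813, fry gave 0.314 and camera with an estimated correlation gave 0.614, so no form of the test passed the threshold. The smallest p among the alternatives was 0.0724 (up), with a mean count of at least 50. Of the 540, 3 rose and 5 fell past the threshold. The direction given by camera turned from up to down with library totals (p 0.473) and with no filter (p 0.902).

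The authors' peak lists held 59797 peaks in control and 34898 in overexpression, a ratio of 0.584. With 1 list per group there is no replicate check on any comparison of peaks. Peaks covered 37.6 Mb in control and 23.3 Mb in overexpression, a ratio of 0.621. The median width was 483 bp in control and 549 bp in overexpression. With the 34898 top-ranked peaks of each list, the order of the widths reversed, to 707 bp in control and 549 bp in overexpression.

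Of the control peaks, 31187 (52.2%, Wilson interval from 51.8% to 52.6%) overlapped an overexpression peak. Of the overexpression peaks, 31583 (90.5%, Wilson interval from 90.2% to 90.8%) overlapped a control peak. Comparing equal numbers of top-ranked peaks moved the share of control peaks most, to 80.0%. Requiring an overlap of 50% of both peaks moved the share of overexpression peaks most, to 78.6%. The share of control peaks that were overlapped was 7.23%, 28.7%, 74.2% and 98.4% from the weakest to the strongest of 4 equal bins of the control list by the authors' −log10 p. The 3315 overexpression peaks without a control peak had a median fold of 3.88 in the authors' values, against 6.49 for the overexpression peaks with one. The strongest of the 3315 had a fold of 10.7, which 3675 overexpression peaks exceeded. The 28610 control peaks without an overexpression peak had a median fold of 3.93, against 8.79 for the control peaks with one, and reached a fold of 25.5 and a −log10 p of 112.1. Of the 14949 control peaks in the strongest bin, 232 had no overexpression peak. The strongest nuclear peak of the overexpression list by fold, chosen after its values were seen, lay on chromosome 5 from 81136517 to 81137254 (CHM13), had a fold of 37.1 and overlapped a control peak. The annotation at that position was not analysed here.

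**Figure D5:**
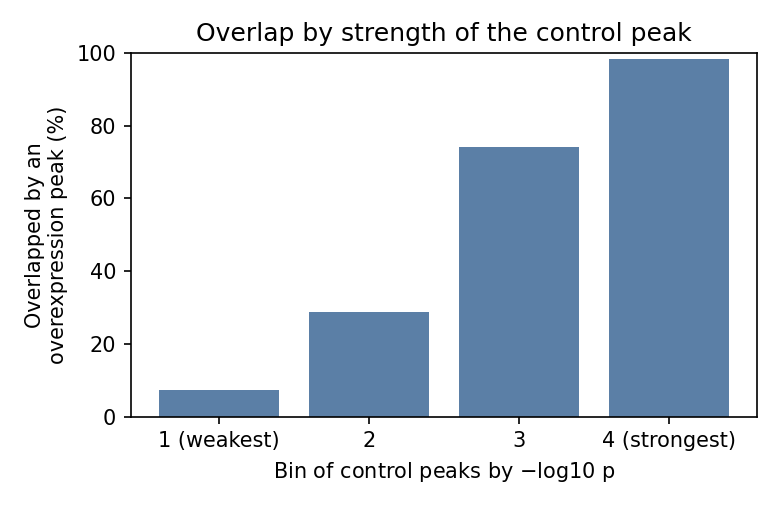
Share of control peaks overlapped by at least 1 bp by an overexpression peak, in percent (y axis), for 4 equal bins of the control list ranked by the authors' −log10 p (x axis), with 1 bar per bin and no error bars because there is 1 list per group. The share was 7.23% in the weakest bin and 98.4% in the strongest.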

Values the study reported

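For the overexpression of MORC2 itself, the study's text gave no count of changed promoters and described the changes as minimal. In its other ATAC-seq experiments, the study reported 17 genes with differential accessibility in MORC2 knockout cells, of which 14 were up. It reported 113 such genes between the S6A mutant and wild-type MORC2, and 6 between the S6D mutant and wild-type MORC2. The legend places the wild-type construct of these comparisons in MORC2 knockout cells, unlike the cells here. The genes of all these experiments were found from tests on windows of 250 bp, summarised afterwards to promoters. Peak numbers were given as 50,883 for wild-type cells and 68,357 for knockout cells.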

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

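The tests in this part were chosen after the ratio had been seen. Mitochondrial promoters lie outside the nuclear chromatin that the comparison is about, and their signal was above the control level. The ratio of mitochondrial to nuclear promoter counts was 1.08 and 1.25 in the control libraries and 2.95 and 2.81 in the overexpression libraries, with means of 1.17 ± 0.122 and 2.88 ± 0.0964 (SD, n = 2). The overexpression mean was 2.47 times the control mean.

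A candidate technical explanation is duplicate removal, which discards a larger part of the reads of a small, deeply covered genome as depth grows, and so would lower the ratio in deeper libraries. Within control the deeper library had the lower ratio (0.863 of the shallower one). Within overexpression the deeper library had the higher ratio (1.05 times the shallower one). With 1 pair per group moving each way, the role of depth stays open. A carry-over of mitochondria in the preparation of nuclei, an effect of plasmid DNA on the cells and an effect of MORC2 cannot be told apart, because each would follow the groups, as the 2.47-fold difference does. None of these was measured here, and the labels do not say whether the control cells received an empty plasmid. The overlap of mitochondrial promoter windows is common to all libraries and adds the same repeats to each. It raises the ratio in every library above that of fragments.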

How the results depend on the processing

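The fits without mitochondrial promoters and DESeq2 without independent filtering were chosen after seeing the data. For all results below without a stated cause, the cause was not tested.

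The number of changed promoters (577, of which 52.9% fell) was within 1.5 times with DESeq2 size factors, upper-quartile scaling, no filter, the edgeR 4 and robust tests, limma-voom, the replicate block and without mitochondrial promoters. It was 16319 (99.7% fell) with library totals, which hold the mitochondrial counts. It was 71 (40.8% fell) with loess scaling, which removes the abundance trend, and 36 (44.4% fell) with loess scaling without mitochondrial promoters, of which 25 were shared with the 577. It was 368 with at least 10 counts in every library and 218 (47.7% fell) with a mean count of at least 50, with fewer promoters tested. DESeq2 gave 108 (63.0% fell) with 2078 promoters left by its independent filtering, and 52 (21.2% fell) without that filtering. An adjusted p under 0.1 gave 1166 and under 0.01 gave 171. The share that fell was 22.1% with upper-quartile scaling, 60.3% with no filter, 59.2% without mitochondrial promoters and 43.7% with limma-voom. The share that fell thus ranged from 21.2% to 99.7%.

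Replicate numbers were shared between groups, and across 14976 promoters the deviations of same-numbered libraries had a correlation of 0.05, so with 2 pairs the numbers were not taken to pair the libraries. The fit with the replicate block gave 488 changed promoters, of which 469 were among the 577 in the same direction. It changed the call of no named promoter, and the ZNF set gave p 0.758.

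The median log2 fold change (0.0099) is held near 0 by TMM. It was −0.78 with library totals, 0.090 with upper-quartile scaling, −0.0033 with loess scaling, 0.0059 with no filter, −0.00020 with at least 10 counts in every library, 0.0014 with a mean count of at least 50, 0.0036 without mitochondrial promoters and −0.011 with loess scaling without them. Across the 4 fits that each left out one replicate it ranged from −0.0021 to 0.0064, falling below 0 without overexpression replicate 1.

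The difference between the highest and the lowest abundance bin (−0.52) ranged from −0.64 to −0.42 across the 4 fits that each left out one replicate. It was −0.19 with a mean count of at least 50, which leaves out most of the lowest bin, −0.035 with loess scaling and 0.031 with loess scaling without mitochondrial promoters. The coefficient of variation of 0.0428 ranged from 0.0383 to 0.0631.

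For MORC2, the log2 fold change ranged from −0.25 to −0.0011 across the fits that each left out one replicate. It was −0.93 with library totals, past the threshold, against −0.78 for the median of all promoters. The adjusted p of MORC2 ranged from 9.21e-08 to 0.948 over 11 alternatives of scaling, test and block. Library totals also placed 10 of 10 promoters of the MORC and HUSH list past the threshold, adjusted over the list alone, all in the direction of the shift. No filter, the edgeR 4 test and the fit without mitochondrial promoters each placed 1 past it, TRIM28 in each case. The ZNF set reversed to down with library totals (p 0.473) and no filter (p 0.902). It stayed up elsewhere and past no threshold, with the smallest p at a mean count of at least 50 (0.0724) and under loess scaling (0.253, and 0.186 without mitochondrial promoters).

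For the 11 named promoters besides MORC2, the alternatives of scaling, test and block gave 123 values with a call, of which 115 kept their direction and their call, 7 were weaker, 1 was stronger and 0 reversed. The fits that each left out one replicate gave 44 values without a call, of which 2 moved by more than the spread between pairs of libraries and 0 reversed.

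Requiring a −log10 q of at least 5 gave overlap shares of 57.3% of control and 98.0% of overexpression peaks, with median widths of 605 and 689 bp. At 10 these were 55.3% and 99.4%, with 730 and 826 bp. Equal numbers of top-ranked peaks gave 80.0% and 81.3%, a control width of 707 bp, a difference in width of −158 bp in place of 66 bp, and a ratio of covered length of 0.821. An overlap of 50% of both peaks gave 45.9% and 78.6%, and a summit inside the other peak gave 50.2% and 88.7%. The ratio of peak numbers lay between 0.558 and 0.589 under the stricter thresholds.

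Depth limits the calls. With the nuclear counts of the control libraries thinned to those of the overexpression libraries, 114 promoters (39 up, 75 down) passed the threshold. Shares of peaks at promoters and fold changes by peak class were not run, since promoter positions on CHM13 were not used here.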

Other observations

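All tests in this part were chosen after the results they address had been seen, except the count of other splits of the libraries. Regrouping the 4 libraries so that each group held 1 control and 1 overexpression library gave 0 promoters past the threshold in both possible splits, with 334 and 247 at an unadjusted p under 0.05, against 577 and 4033 for the real groups. Thus 1 of the 3 splits gave as many promoters, and with 3 splits no smaller share is possible. In the regrouped splits any difference between control and overexpression falls within the groups, widens their spread and lowers the calls. Their counts are therefore no reference for the number expected without a difference.

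Why log2 fold changes fell with abundance was examined in several ways. Thinning the control libraries to the nuclear depth of the overexpression libraries left the difference between the highest and the lowest abundance bin at −0.56, against −0.55 for the same nuclear promoters at full depth and an SD of 0.14 between pairs of libraries, which argues against read depth. Leaving out mitochondrial promoters gave that −0.55, which decides nothing about mitochondrial counts in the totals, since a scaling factor shifts the highest and the lowest bin alike. A lower signal over background in the overexpression libraries may be the source. Promoters in the highest of 4 equal bins, ranked by a control library, held 64.5% ± 0.404 of nuclear counts in control and 61.3% ± 0.757 in overexpression (SD, n = 2). A lower signal over background from the preparation, and a loss of accessibility at open promoters caused by MORC2, predict the same shift and cannot be told apart, because either would follow the groups.

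The smaller number of overexpression peaks has the same open sources. For peaks, lower depth stays open as well, because the thinning was of promoter counts. Control peaks were overlapped in 98.4% of the strongest of 4 equal bins and 7.23% of the weakest, a pattern consistent with lower depth or lower signal over background in the overexpression libraries for most of the missing peaks. The 232 unmatched peaks of the strongest bin stay open. The strongest of them by the authors' −log10 p (112.1), chosen after its values were seen, lay on chromosome 7 from 151599464 to 151599834 (CHM13). Its fold was 19.2. For the 232 peaks, lower depth alone cannot be told apart from a loss of these sites or a signal in 1 control library, since each group has 1 list. In each list, part of the fold values fall on a regular ladder, 20.6% in control and 12.7% in overexpression. Read as the pileup plus 1 over the background plus 1, the ladder gives, for those peaks, a background of 2.30 fragments for control and 1.15 for overexpression, 2.01 times more in control. A closing of weak sites by MORC2 was not tested apart from this.

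The HBB promoter had 773 counts over both overexpression libraries and ranked 7 of 28738 nuclear promoters there, against 22 counts in control. The other 5 globin promoters of the cluster had 57 and 28 counts in control and 29 and 18 in overexpression, a log2 ratio of 0.71 against 6.71 for HBB, which argues against an opening of the whole cluster. A candidate explanation is sequence shared with the transfected plasmid, since expression vectors can carry globin segments. HBB counts differed between the overexpression replicates by 0.69 on the log2 scale after scaling, so they did not follow nuclear depth. Whether they followed plasmid uptake cannot be told apart from other sources, since the plasmid sequence was not used here. An opening of the HBB promoter alone stays open too.

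None of the 1000 strongest nuclear overexpression peaks by fold could be matched to the HBB count. All 1000 of the strongest nuclear overexpression peaks overlapped a control peak, and the weakest of those control peaks stood at percentile 88.4 of the control list. The HBB position itself was not looked up in the lists, so a peak of lower fold at HBB is not excluded. The 773 counts argue against too few reads for a peak. Whether the peak list and the count table were made from different sets of reads cannot be settled, since no HBB peak was shown to be missing.

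The rise of MIR4485 may come from reads of mitochondrial origin. Its log2 fold change differed by −0.049 from the mitochondrial median of 1.25, and among 14976 nuclear promoters with a mean count of at least 50, 2 changed by as much or more, MIR4485 included. Its rise would then follow the mitochondrial share and not its own promoter.

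Histone genes recurred among the promoters that rose under loess scaling without mitochondrial promoters, namely H2AC12, H2BC5, H2BC12 and H2AC11, chosen after their values were seen. All 54 tested promoters of replication-dependent and linker histone genes had a median log2 fold change of 0.25, and 88.9% lay above the median of promoters of like abundance. Under library totals that median turned to −0.54, above the −0.78 of all promoters. Camera with a preset correlation gave p 4.00e-07, fry gave 0.0495 and camera with an estimated correlation gave 0.102, so whether the set passes turns on the correlation assumed among its members. Over 10 alternatives of scaling, filter and block, the preset form gave at most 0.0212, the estimated correlation at least 0.0570, and fry from 0.0257 to 0.0590, with 6 of the 10 at 0.05 or more. Of 25 other promoters within the histone cluster of chromosome 6, 68% lay above promoters of like abundance (95% exact interval from 46.5% to 85.1%), which decides neither for nor against a change over the whole region. A difference in cell cycle between the groups may also raise histone promoters, and was not tested.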
